A study of Danio rerio with 6 samples.

How the data were processed

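RNA sequencing was done on 6 libraries from wild-type adult zebrafish of the TLAB strain, 2 from whole dissected ovary, 2 from mature oocytes squeezed from females and 2 from whole dissected testis. Per the labels' protocols, RNA was extracted with TRIzol and treated with DNase, libraries were made with the Illumina TruSeq RNA kit, and they were strand-specific and sequenced as paired reads of 76 bases. The labels do not state whether the 2 libraries of a tissue came from different animals.

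The deposited table holds FPKM values (fragments per kilobase of transcript, scaled to the library's fragment number), made by the authors, with a column per library. The unit is taken from the labels, and the ID column has the heading tracking_id per the file headers. The aligner, the quantification program, the genome build, the annotation and any scaling between libraries are not stated. The table lists 32253 features. Of these, 31998 carry an Ensembl gene ID, 254 an Ensembl transcript ID, and 1 is listed by name, as bouncer. The reference table at hand (RefSeq genes of the GRCz12tu assembly) matched 0 of the IDs, so other features are given by ID only and no coordinates are given. For the same reason the planned comparisons of gene sets (egg, sperm, somatic, ribosomal protein and maturation transcripts) were not run. All 6 columns matched a labelled library.

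Because FPKM values are not counts, they were tested on a log scale. Values were transformed to log2(FPKM + 1), and features with an FPKM of at least 1 in at least 2 of the 6 libraries were kept, which left 13717. A linear model with a mean per tissue was fitted to all 6 libraries with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, and eBayes with trend=TRUE), which leaves 3 residual degrees of freedom per feature before moderation. The 3 pairwise comparisons between tissues were tested two-sided. A feature was called when its Benjamini-Hochberg adjusted p-value was under 0.05 and its absolute log2 difference was at least 1. A feature was counted as highest in a tissue when it was called higher there than in each of the others. Differences are on the log2(FPKM + 1) scale, which understates the change of features with low values. The fit was tested on simulated data with the spread of the real features. Among 13717 simulated features, of which 200 were changed by a log2 difference of 2 or 3 in testis, 172 were recovered against ovary with 5 wrong calls, and 169 against oocyte with 2 wrong calls. The changed features were drawn from those with a mean log2(FPKM + 1) of at least 3. Errors were simulated as independent and without a shift between tissues. The test therefore does not give the error rate of the real calls or of features at low values.

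The number of reads per library is not stated, so absolute depth is unknown and no counting error or detection floor is given. How reads shared between overlapping or related genes were assigned is not stated either. Relative depth was estimated from features under a geometric mean of 0.02 FPKM in a pair of libraries. Where such a feature holds 1 read in each library, the ratio of its values is the inverse ratio of the depths, and 2:1, 3:1 and 3:2 reads give peaks at known distances. The estimate was tested on simulated reads for 32253 features, where the largest error was 0.38%. Those reads were whole counts over a fixed length per feature. They included no reads shared between genes and no difference in fragment length between libraries, so 0.38% is not the error in the real libraries. The estimate measures the denominator used for the FPKM values, which equals sequencing depth only if no other scaling was applied. With 2 libraries per tissue, the number of libraries limits the precision of every comparison.

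Ovary, oocyte and testis libraries carry replicate numbers 1 and 2 in their titles, so the fit was repeated with the replicate number as a block. Whether equal numbers pair the libraries was checked by correlating, across features, the difference between replicate 2 and replicate 1 of one tissue with that of another. Because the ovary and oocyte differences correlated negatively, a crossed block with the oocyte numbers exchanged was added after the data were examined.

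Before the data were examined, the groups, the tests, and most alternatives were fixed. These were a pseudocount of 0.1, no filter, a filter of 5 FPKM, median-of-ratios scaling, quantile normalization, rescaling of each library to a sum of 1000000, eBayes with trend=FALSE, the replicate block, fits with only the tissues compared, array weights, an adjusted p-value alone, an adjusted p-value under 0.01, and leaving out each library. The crossed block (alone and with median-of-ratios scaling), removal of features listed at 0 in one replicate and at 1 FPKM or more in the other, and rescaling to 1000000 after removal of the 25 features above 10000 FPKM in any library were added later. The rule for naming features, also fixed beforehand, admitted a list of marker genes, of which bouncer could be found by name, the largest called changes that have a gene symbol, which gave no further name, and the 3 features with the highest mean in each tissue. Other features named by ID were chosen after their values were seen, and this is said where they appear. Descriptive work and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.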

Results

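The transcriptomes of the zebrafish germline were compared between whole ovary, mature oocytes and whole testis, with 2 libraries per tissue. Expression was given as FPKM for 32253 annotated features, of which 28356 were above 0 in at least 1 library.

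The depth of each library was estimated relative to the geometric mean of all 6, because read numbers were not given. FPKM values of rarely read features fell on steps. In the replicate comparisons, 422 of 2276 low features in oocyte, 398 of 2386 in ovary and 281 of 2606 in testis lay in a single narrow peak of the ratio, where 14.7, 15.7 and 13.8 features would lie if ratios were spread smoothly. The relative depth was 0.82 and 0.972 for oocyte replicates 1 and 2, 1.25 and 0.923 for ovary replicates 1 and 2, and 1.18 and 0.921 for testis replicates 1 and 2. The position of the testis libraries relative to the others was the least certain, since the best offset scored only 1.09 times the next best. Between the testis replicates the best offset scored 1.15 times the next best, against 1.45 in oocyte and 1.42 in ovary.

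Sums of FPKM were not comparable between libraries. They ranged from 7062000 in ovary replicate 1 to 178200000 in oocyte replicate 1, and a single feature, ENSDARG00000083312, made up between 77.6% (ovary replicate 2) and 98% (testis replicate 1) of the sum. It had the highest listed value in every tissue, with mean FPKM of 133000000 in oocyte, 6300000 in ovary and 63600000 in testis. Even if it held every fragment, its oocyte and testis values would need a length under the 76 bases of a read. These values are therefore not taken as amounts of RNA. The feature with the next highest mean in oocyte and testis, ENSDARG00000082084, was listed at 4300000 in oocyte replicate 1 and at 0 in oocyte replicate 2, and at 0 in testis replicate 1 and 1190000 in testis replicate 2. In all, 25 features exceeded 10000 FPKM in some library. Expression values were therefore compared on the deposited scale and under other scalings, and not as shares of the sum.

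The number of features detected depended on the threshold. At an FPKM of at least 1 in both replicates, 10167 features were detected in oocyte, 10540 in ovary and 9865 in testis, and 6961 in all 3 tissues. At 0.1 FPKM, testis had the most, with 18542 features against 14688 in oocyte and 15239 in ovary. At 5 FPKM it had the fewest, with 4158 against 6382 and 6628. Both testis libraries lay above every other library at 0.1 FPKM (19048 and 20031 features, against 15527 to 16330) and below every other library at 5 FPKM (4534 and 4630, against 6753 to 7049). Features detected at 1 FPKM in one tissue and under 0.1 FPKM in all libraries of the others numbered 511 for testis, 7 for oocyte and 8 for ovary. Whole ovary contains oocytes, and 9101 features were detected at 1 FPKM in both. Few features could thus be exclusive to oocyte or ovary, and these numbers do not compare the tissues on equal terms.

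**Figure D1:**
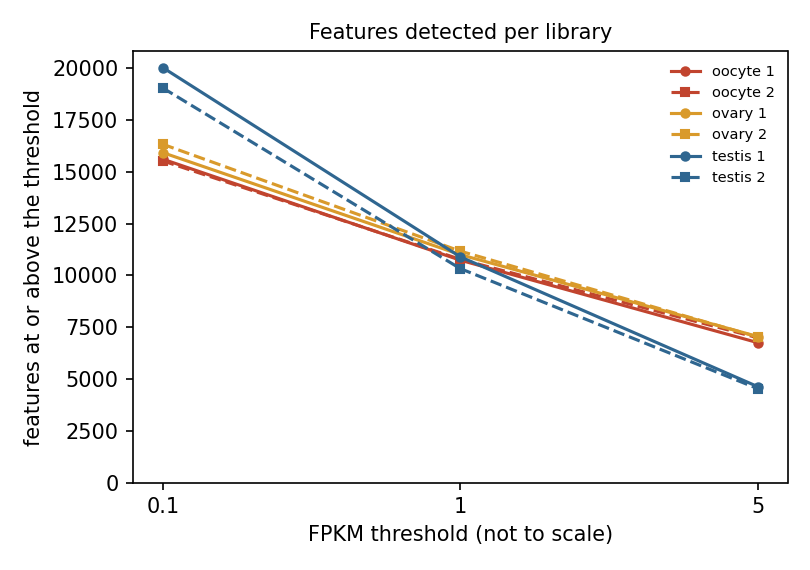
Number of features at or above 0.1, 1 and 5 FPKM (categories on the x axis, not to scale) in each of the 6 libraries, one line per library. The testis lines start highest, at 19048 and 20031 features, and end lowest, at 4534 and 4630.

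Replicates resembled each other more than any libraries from different tissues. Across the 13717 features that passed the filter, the correlation of log2(FPKM + 1) between replicates was 0.969 in oocyte, 0.956 in ovary and 0.96 in testis. Between tissues it was 0.693 to 0.75 for oocyte and ovary, 0.513 to 0.549 for ovary and testis, and 0.38 to 0.446 for oocyte and testis. These correlations are across features, which are not independent replicates. The median SD between replicates of a feature on this scale was 0.188 in oocyte, 0.136 in ovary and 0.135 in testis.

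The mature oocyte was compared with the whole ovary. Of 13717 features tested, limma called 6716 (49%) at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 difference of at least 1. Of these, 3673 were higher in oocyte and 3043 lower. The median difference over all tested features was 0.02 on the log2 scale, and the median standard error was 0.21. Among the alternatives, rescaling each library to a sum of 1000000 moved the split most. It gave 4836 calls, of which 10 were higher in oocyte and 4826 lower, and of the 3001 features called on both scales 934 had the opposite direction. That scaling is set by ENSDARG00000083312. Median-of-ratios scaling gave 3279 higher and 3036 lower.

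In the comparison of testis with ovary, limma called 8262 features (60.2%), of which 2251 were higher and 6011 lower in testis. The comparison of testis with oocyte gave 9311 calls (67.9%), of which 3056 were higher and 6255 lower. In both comparisons the median over all tested features was shifted, by -0.82 against ovary and by -0.79 against oocyte. When this shift was removed by median-of-ratios scaling, whose factors were 0.572 and 0.539 for testis, 1.24 and 1.27 for ovary, and 1.32 and 1.36 for oocyte, the majority changed sides. Against ovary, 3697 features were then higher and 3136 lower in testis, and 5387 features were called on both scales. Against oocyte, 4641 were higher and 4050 lower, and 7106 were called on both scales. Quantile normalization gave an intermediate split, with 3483 higher and 3835 lower against ovary and 4231 higher and 4657 lower against oocyte. Rescaling to 1000000 after removal of the features above 10000 FPKM gave 3253 higher and 4771 lower against ovary, and 4063 higher and 5662 lower against oocyte. The share of calls that were higher in testis therefore depended on the scaling. With no filter on low values, the median shift was 0.01 in both comparisons and the calls were mostly lower in testis, with 2268 higher and 5852 lower against ovary, and 3079 higher and 6167 lower against oocyte.

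**Figure D2:**
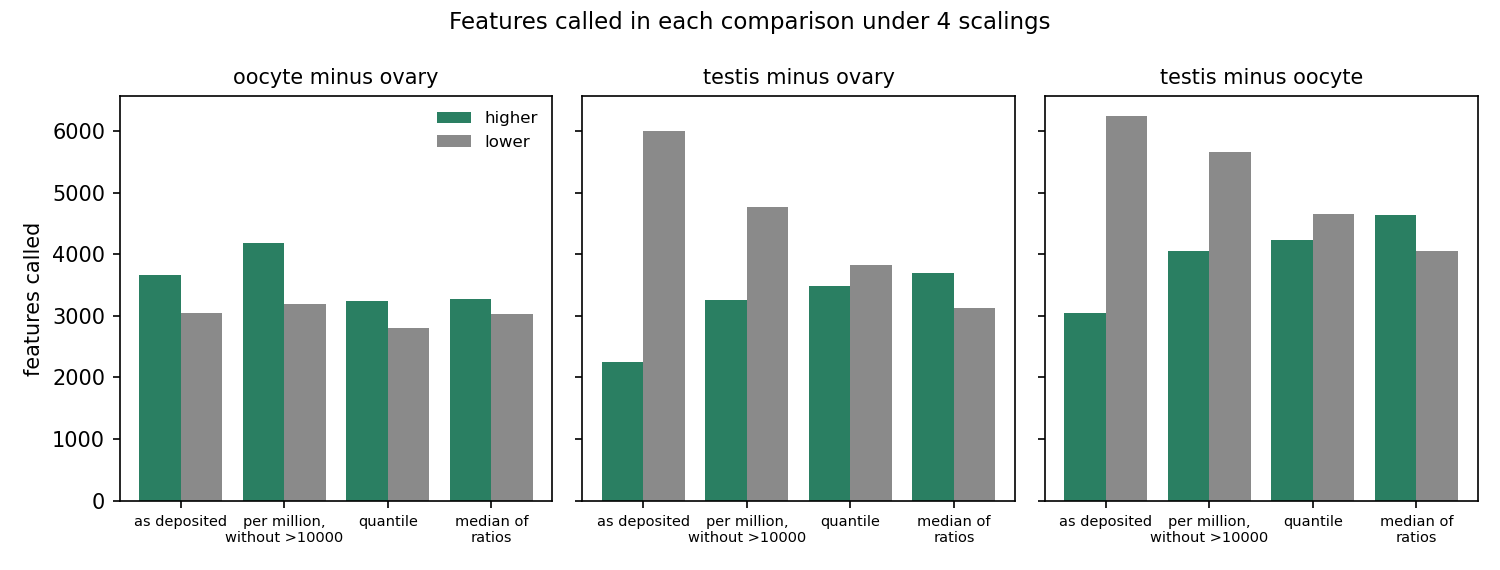
Number of features called higher (green bars) and lower (grey bars) by limma in each pairwise comparison, under 4 scalings of the FPKM values. In both testis comparisons lower calls outnumber higher calls on the deposited scale (6011 to 2251 and 6255 to 3056), while higher calls outnumber lower ones after median-of-ratios scaling.

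Features called higher in one tissue than in each of the others numbered 3337 for oocyte, 2016 for ovary and 1929 for testis on the deposited scale. After median-of-ratios scaling the numbers were 2476, 1245 and 3001. On both scales, 2476 features were highest in oocyte, 1212 in ovary and 1929 in testis. The factors lower oocyte values against the other tissues and raise testis values against them. The oocyte and testis overlaps could therefore hardly fall below the smaller count, and they do not show that the scales agree. Differences of at least 4-fold, counted without a test, were found for 2605 features between oocyte and ovary, 3810 between testis and ovary, and 5292 between testis and oocyte.

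Equal replicate numbers did not behave as pairs across the 3 tissues. The differences between replicate 2 and replicate 1 correlated across features at -0.346 for oocyte and ovary, at 0.243 for ovary and testis, and at -0.214 for oocyte and testis. Within 20 bins of mean abundance the median correlations were -0.39, 0.0838 and -0.101 in the same order. The correlations that involve testis were thus weaker among features of similar abundance. With the replicate number as a block, limma called 6679 features between oocyte and ovary, 8217 between testis and ovary, and 9273 between testis and oocyte, against 6716, 8262 and 9311 without the block. With the oocyte numbers exchanged, the blocked fit called 6819, 8365 and 9386 features, and every feature called without the block was among them.

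One feature was listed by the name bouncer. Bouncer is a protein of the egg surface that sperm need to enter the zebrafish egg. Its expression was 943 FPKM ± 411 (SD, n = 2) in oocyte, 583 ± 131 (SD, n = 2) in ovary and 1.29 ± 0.32 (SD, n = 2) in testis. It ranked 64 and 100 among all features in the oocyte libraries, 203 and 195 in the ovary libraries, and 9232 and 10109 in the testis libraries, counting from the highest. Testis was lower than oocyte by a log2 difference of -8.62 (SE 0.351, limma adjusted p = 9.67e-06), which was the rank 15 decrease among the 13717 features tested. Against ovary the log2 difference of testis was -7.99 (SE 0.351, limma adjusted p = 1.6e-05), the rank 62 decrease. Both testis libraries lay below all 4 oocyte and ovary libraries. The difference between oocyte and ovary was 0.64 (SE 0.351, limma adjusted p = 0.161) and did not exceed the spread between replicates, whose ranges overlapped. The ovary and oocyte replicate differences across features correlated at -0.346. With the replicate block the adjusted p-values from limma were 8.86e-05, 0.000125 and 0.193 for these comparisons, and with the oocyte numbers exchanged they were 8.39e-06, 1.34e-05 and 0.0995. Paired by number, bouncer was higher in oocyte than in ovary by 1.33 in replicate 1 and lower, at -0.05, in replicate 2. With crossed pairs the differences were 0.87 and 0.41. Under quantile normalization the oocyte to ovary difference was 1.47 and passed the threshold (limma adjusted p = 0.0037), and over all alternatives the adjusted p-value for this comparison ranged from 6.37e-05, where the direction reversed under rescaling to a sum of 1000000, to 0.309. The corresponding ranges were 5.13e-07 to 0.000358 for testis against ovary and 5.67e-07 to 0.00195 for testis against oocyte.

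**Figure D3:**
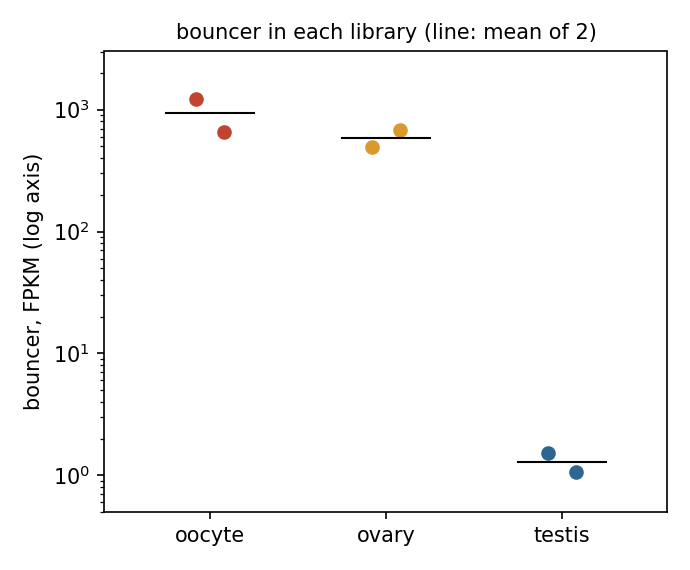
FPKM of bouncer (log axis) in each of the 6 libraries, grouped by tissue, with a point per library and a line at the mean of the replicates. The oocyte and ovary libraries lie between 491 and 1234 FPKM and the testis libraries at 1.06 and 1.52.

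Some listed zeros lay beside high values. In 260 features, one replicate of a tissue was listed at 0 and the other at 1 FPKM or more, and in 9 features exactly 1 of the 6 libraries was at 0 while the remaining ones were at 10 FPKM or more. Without the features listed at 0 in one replicate and at 1 or more in the other, limma called 6732 features between oocyte and ovary, 8267 between testis and ovary, and 9305 between testis and oocyte.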

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

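The crossed replicate block, the removal of features at 0 in one replicate, and the rescaling without features above 10000 FPKM were chosen after the data were seen. For 15 results, 201 combinations of a result and an alternative were computed. In 177 of them a tested difference had its reported direction and side of the threshold, a count lay within 1.5 times the reported one, or an untested difference of bouncer with 1 library left out moved by less than the SD between replicates. With 2 libraries per tissue that last outcome is fixed beforehand, so it shows no stability. The remaining 24 changed, 11 of them under the rescaling of each library to a sum of 1000000. A count within 1.5 times the reported one can hide a change of features. The 4836 calls between oocyte and ovary under that rescaling were thus counted as unchanged. Of them 10 were higher in oocyte, against 3673 as reported. The planned gene-set results were not run because feature IDs could not be matched to names. Leaving out a library leaves 1 sample in its tissue, so no calls were made for comparisons that involve it, and numbers of features highest in a tissue have no such fit.

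Rescaling each library to a sum of 1000000 gave 5220 calls between testis and ovary, of which 51 were higher and 5169 lower in testis, and 482 calls between testis and oocyte, of which 244 were higher. It gave 5 features highest in oocyte, 4623 in ovary and 48 in testis. It gave 2216 features at least 4-fold apart between testis and ovary and 167 between testis and oocyte. Features detected fell to 487 in oocyte, 5130 in ovary and 434 in testis. The difference of bouncer between oocyte and ovary reversed, to -3.25. The sums are set by ENSDARG00000083312, which holds at least 77.6% of each, so this scaling divides every other feature by the level of that one.

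Median-of-ratios scaling gave 1245 features highest in ovary and 3001 in testis, and with the crossed replicate block added 1261 and 3055. Quantile normalization gave 1330 highest in ovary. The filter of 5 FPKM gave 972 highest in testis. For these settings the cause was not tested. The reported numbers were 2016 for ovary and 1929 for testis. A pseudocount of 0.1 raised the number of features at least 4-fold apart to 4133 between oocyte and ovary and to 6396 between testis and ovary. A detection threshold of 5 FPKM gave 6382 features in oocyte, 6628 in ovary and 4158 in testis, and a threshold of 0.1 gave 18542 in testis. Apart from these, 1 other result changed: the difference of bouncer between oocyte and ovary became stronger under quantile normalization.

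The numbers of calls in the 3 comparisons stayed within 1.5 times the reported ones under every alternative but the rescaling to a sum of 1000000, including the fit with an adjusted p-value under 0.01 (6168, 7812 and 8933 calls) and the replicate block (6679, 8217 and 9273 calls). The split by direction moved. The share of calls that were higher in testis went from 27.3% to 54.1% against ovary and from 32.8% to 53.4% against oocyte under median-of-ratios scaling. Which scaling is closer to amounts of RNA per cell or per organ was not tested. For bouncer, testis was lower and past the threshold under each of the alternatives that gave a test. With 1 library left out, the difference between oocyte and ovary ranged from 0.18 to 1.1, that between testis and ovary ranged from -8.22 to -7.76, and that between testis and oocyte from -9.08 to -8.16. The absolute depth is unknown, which limits what can be said of features at low FPKM.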

Other observations

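All tests in this part were chosen after the result was seen.

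The difference between replicates ran in a common direction in ovary and oocyte, with the numbers reversed. Features that were higher in ovary replicate 2 than in ovary replicate 1 tended to be higher in oocyte replicate 1 than in oocyte replicate 2, with a correlation of -0.346 across 13717 features. Abundance alone did not account for it. Within 20 bins of mean abundance the median correlation was -0.39, and it was under -0.1 in 19 of the bins. Features at 0 in one replicate did not account for it either, since the correlation was -0.555 without them. Technical differences between libraries were not excluded. Features with a mean log2(FPKM + 1) of at least 8 were higher in replicate 2 of ovary (median difference 0.524) and of testis (0.391) and in replicate 1 of oocyte (median difference -0.274). This holds for the 343, 349 and 190 most abundant features of oocyte, ovary and testis. The larger groups at lower abundance went another way in part, with median differences of replicate 2 from replicate 1 of 0.0767, 0.16 and 0.117 in oocyte at log2 values of 1 to 3, 3 to 6 and 6 to 8, of -0.00116, -0.0189 and 0.21 in ovary, and of -0.0856, 0.0899 and 0.368 in testis. For the most abundant features, in 3 of the 3 tissues the higher library was the library with the lower relative depth, so library depth cannot be told apart as a source. A difference in fragment length may contribute, since it changes the effective length of short transcripts. Ratios of few-read features around the peak leaned to that same library in 3 of the 3 tissues, with 158 against 100 features in oocyte, 209 against 117 in ovary and 179 against 148 in testis. Transcript lengths, which would decide between these explanations, were not used here. The tissues give no biological contrast within a pair of replicates, and no biological explanation was tested. A shared source of the animals or batches for ovary replicate 1 and oocyte replicate 2 is also a possible reading that the labels do not settle.

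Testis had more features at low levels than the other tissues. At 0.1 FPKM or above, testis replicate 2, with a relative depth of 0.921, exceeded the highest ovary or oocyte library, ovary replicate 2 with 0.923, by 2718 features. This difference at 0.1 FPKM does not by itself settle the part of library depth, because the placement of the testis depths was uncertain and because the shallower replicate listed more features at this threshold in ovary (16330 against 15926) and oocyte (15611 against 15527), while in testis the deeper replicate 1 listed more (20031 against 19048). For the authors' scaling, median-of-ratios scaling enlarged the excess to 5369 features, but its factors raise the testis values and lower the others, so it could not have reduced it. The number of features above 0, which no scaling changes, was 27596 and 27058 in testis and 22349 to 23318 in the other libraries, an excess of at least 3740. Scaling therefore cannot produce the excess of features above 0, although it sets its size at 0.1 FPKM. Library depth as estimated does not account for that excess either. The 3740 features are the difference between testis replicate 2 and the deepest other library, ovary replicate 1, while replicates whose depths differ 1.19-fold to 1.35-fold differed by 115 features in oocyte, 199 in ovary and 538 in testis. The estimate measures the denominator of the FPKM values and its placement of testis was uncertain. Reads from unspliced RNA or from DNA were not examined, and the pattern cannot be told apart from them.

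The median feature that passed the filter was lower in testis, by -0.82 against ovary. Whether a few genes take a larger part of the signal in testis was tested. Leaving out features above 10000 FPKM, the 100 highest features held 50.3% and 55.8% of the FPKM sum in the testis libraries, 32.4% and 39.1% in ovary, and 32.4% and 27.1% in oocyte. The lowest testis share exceeded the highest other share by 11.2 percentage points, but a lower sum of the other features raises this share by itself, so it does not decide. The summed FPKM of the 100 highest of the features kept was 142189 and 205904 in testis, 149472 and 231514 in ovary, and 162723 and 126439 in oocyte. The testis range overlapped that of ovary and that of oocyte. The lowest testis sum minus the highest other sum was -89324, so no higher sum was seen in testis for these features. Features above 10000 FPKM were outside this test. The largest of them, ENSDARG00000083312, held 98% and 95.8% of the whole sum in testis against 81.3% and 77.6% in ovary. It also held 95.4% and 97.8% in oocyte, where the median difference from ovary was 0.02. Its share of the FPKM sum is not a share of reads, so neither comparison decides. The explanation stays open for those features. The other features summed to 140258 and 163185 FPKM in testis and to between 311592 and 361176 in the other libraries. Sums of FPKM are not sums of reads. Rescaling after removal of the features above 10000 FPKM moved the median shift to -0.41. The part of the filter on low values was not settled. It asks for 2 of 6 libraries, 4 of which are oocyte or ovary, and the median difference from ovary was -1.26 with the filter of 5 FPKM. With no filter the median was 0.01, which many features near 0 FPKM give whatever the cause. The share of calls that were higher in testis than in ovary was 27.9% with no filter and 27.3% with the filter of 1 FPKM, but 8009 of the 8120 calls with no filter were also calls with it, so this comparison had little room to differ. The lower median in testis was left without an explanation.

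Features higher in ovary than in oocyte were more often detected in testis. Of the 3043 such features, 76% had at least 1 FPKM in both testis libraries, against 65.5% of the 3673 features higher in oocyte. Expression level did not explain the difference, since 10000 oocyte-higher sets drawn to match the ovary-higher features on level gave a median of 57.3% and a range of 54.8% to 60.2%. After median-of-ratios scaling the share was 77.1% against a matched median of 57.5%, but the factors of ovary and oocyte are nearly equal, so this could not have removed the difference and the authors' scaling was not excluded. When labels were exchanged at random among the 13717 features, the share was 71.3% and the matched median 72.2%. A candidate explanation is a set of transcripts common to the whole organs and scarcer in mature oocytes. Which cells they come from was not tested, since marker genes could not be found by ID.

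Zeros in the table may not mean absence. Of the 9 features at 0 in 1 library and at 10 FPKM or more in the remaining ones, 4 had every other value at 5000 FPKM or above, as a few reads on very short features with few reads would give. ENSDARG00000051783, chosen after its values were seen, was listed at 0 in testis replicate 1, at 5051 FPKM in testis replicate 2, at 1771 and 4223 FPKM in ovary and at 555 and 200.2 FPKM in oocyte. ENSDARG00000063910, chosen in the same way, was at 37709 and 29723 FPKM in oocyte and at 1827 and 2197 FPKM in ovary, and was listed at 0 in both testis libraries. It was 1 of 5 features listed at 0 in both testis libraries and at 100 FPKM or more in all of the others. There was 1 such feature for ovary and 1 for oocyte. The features with the next IDs, ENSDARG00000063911 and ENSDARG00000063912, were among the 5 for testis and were chosen in the same way. The first was at 9085 and 7175 FPKM in oocyte and at 679 and 741 FPKM in ovary. The second was at 5777 and 4814 FPKM in oocyte and at 978 and 1287 FPKM in ovary. The remaining members, ENSDARG00000081799 and ENSDARG00000088802, have IDs apart from these. Gene positions were not available, so whether the features with consecutive IDs share a cause of their zeros was not tested. A quantification that failed and returned 0 and a true absence look alike in this table. Features at 0 in both testis libraries should therefore be checked in the reads before they are taken as missing from testis.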
